A study of Mus musculus with 9 samples.

How the data were processed

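Total RNA of mouse cardiac tissue was profiled on 9 microarrays that carry probes for long non-coding RNAs (lncRNAs) and messenger RNAs (mRNAs). Per the labels' protocols, RNA was purified on columns, ribosomal RNA was removed, and random priming gave fluorescent cRNA over whole transcripts. The 9 arrays fell into 3 groups of 3 arrays by their titles and strains, and the labels of the TAC arrays also name surgery. The WT and TAC groups carried the label of the same wild-type F1 strain, and the CnA group carried the strain label Myh6-CnA. Each array was taken as 1 replicate, since the labels number the replicates within a group and give no animal identity.

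Per the file headers, each array was scanned in 1 channel and read by Agilent Feature Extraction 11.0, and the headers name genome build mm9. The labels also name a second dye, for which the scanner files hold no values, so that every array was treated as a 1-colour array. The deposited scanner files give for each spot a processed signal, which is an intensity on a linear scale after background subtraction and spatial detrending per the file headers, without scaling between arrays. They also give the raw median intensity of the spot and of its local background. No spot outside the controls was saturated.

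The authors also deposited a lncRNA table and an mRNA table of log2 values for the same arrays, without a statement of how these were made. Set against the scanner files, the deposited log2 values differed from quantile-normalized log2 processed signals by a median of at most 0.00545 per array, and at least 99.66% of the values of every array lay within a tolerance of 0.05. The 42423 different probes of both tables were all well above background on at least 6 of the 9 arrays. The other probes that met that condition were 20 in number, all on 9 arrays, and were reference-gene or negative control probes. The lncRNA table repeats some probes, with identical values, and has 28527 rows for 23214 probes, and the mRNA table holds 19209 probes. All value columns of both tables mapped to a sample by name.

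The array design has 62513 features. Control spots, 20 negative control probes with 60 spots each, and spots flagged as non-uniform or population outliers were left out. This gave 59709 probes, of which 15 had 20 spots each and 59694 had 1 spot. The spots of a probe were averaged on the log2 scale. A further 130 probes with an outlier flag on an array were left out of all fits. The signal of each array was expressed as log2 of the processed signal minus that array's 75th percentile. A probe was tested when it was well above background on all 3 arrays of at least 1 group, which left 44224 probes. A tested probe was called lncRNA or mRNA by the deposited table that lists it. The 2081 tested probes in neither table were kept in the fits and called unlisted. Because the tables list only probes detected on 6 or more arrays, the unlisted probes, apart from the reference-gene probes, met the filter in only 1 group and were detected on at most 5 arrays.

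Fits used limma 3.58.1 in R 4.3.3, with lmFit and eBayes on all 9 arrays and 1 coefficient per group, so that the 3 groups shared a spread. The comparisons were TAC against WT, CnA against WT and CnA against TAC, with a moderated F test over the 3 groups. P-values were adjusted by the method of Benjamini and Hochberg over all probes tested, and a probe was called changed at an adjusted p under 0.05. Positive log2 fold changes mean a higher signal in the first group named. The fits were tested on simulated data drawn from the means and spreads of the 44224 probes. The simulation gave all 3 groups the same spread and drew probes independently, whereas the WT arrays varied more than the others. With 200 probes changed in TAC against WT, 93% of the changes of 2 log2 units and 48% of those of 1 log2 unit were recovered with the right sign, and 3 of the other probes were called. With 200 probes changed in CnA against WT, the shares were 93% and 52%, and 5 other probes were called. These values belong to that setting, with far fewer changed probes than were called in the data. They do not give the recovery or the false calls of the real fits. Precision was limited by the number of arrays, 3 per group.

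The design, the tests and the rule for single probes were fixed before the data were examined. The rule took, for each comparison and class, the largest rises and falls among called probes that were well above background on all arrays of both groups and whose values did not overlap between them. The files pair most probe IDs with no gene, so only the first probe of each such list is given, by its ID. Accessions of 123 probes could be looked up in a RefSeq gene table of assembly GRCm38, used for names only, and 116 probes matched a symbol. None of the 398 symbols in the gene lists fixed beforehand was among them. Gene set tests, the check of the labels by marker genes, and the comparison of lncRNAs with associated genes were therefore not run. The 15 reference-gene probes with 20 spots were chosen for reporting after their values were seen.

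For a probe detected in 1 group only, the fold difference was given as a lower bound. It sets the mean of the bright group against the mean, in the dim group, of the higher of the probe's own signal and the lowest signal among probes well above background on that array. The comparisons of both models with WT share the WT arrays. Unchanged groups with the spread of each group were therefore simulated 20 times to give the correlation and overlap that arise without any effect.

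Alternatives were quantile normalization, normexp background correction with an offset of 50, both together, the deposited tables, other filters, adjustment within each class, fold thresholds, other variance models, array weights, blocks for the replicate number and the slide, and leaving out each array. The normexp correction used median spot signals, since the scanner files analysed here carry no mean signal. Scaling to the median of tested probes, a filter above the negative controls, the spread of the WT arrays alone and a block for the row on the slide were added after seeing the data. Per the file headers, 8 arrays were scanned on 1 slide and CnA replicate 3 on another, in a separate scan. That slide held 1 array, so a slide term removes that array from the comparisons.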

Results

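Cardiac RNA of 3 groups of mice was compared on lncRNA and mRNA microarrays, with 3 arrays per group and 9 in all. The WT group came from wild-type mice of an F1 strain. The TAC group carried the same strain label and is described as TAC surgery. In heart studies TAC usually stands for transverse aortic constriction, which imposes a pressure overload, although the labels do not spell out the abbreviation. The labels name no sham operation for WT. The CnA group came from a strain labelled Myh6-CnA, a name used for mice that express calcineurin A under the promoter of a cardiac myosin heavy chain gene. The design sets each model against WT and the models against each other.

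The arrays differed in brightness by group before scaling. The 75th percentile of the processed signal was 441.9 ± 13.6 intensity units in WT (SD, n = 3), 269.1 ± 9.1 in TAC and 289.7 ± 9.2 in CnA. The share of probes well above background was similar, at 74.7% ± 2.3 in WT, 71.1% ± 3.91 in TAC and 74.6% ± 2.46 in CnA. It ranged from 67.6% on TAC replicate 2 to 77.3% on CnA replicate 3. All values given from here on were scaled to the 75th percentile of their own array.

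The first principal component of the 44224 tested probes held 66.4% of the variance and separated WT from both models. The second held 16% and separated TAC from CnA. Across probes, which are not independent replicates, Pearson correlations between arrays were 0.991 to 0.993 within TAC, 0.982 to 0.994 within CnA and 0.972 to 0.984 within WT. They were 0.891 to 0.928 between WT and TAC, 0.899 to 0.937 between WT and CnA, and 0.962 to 0.975 between TAC and CnA. WT arrays varied more than the others. The median SD within a group was 0.228 log2 units in WT, 0.113 in TAC and 0.15 in CnA.

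**Figure D1:**
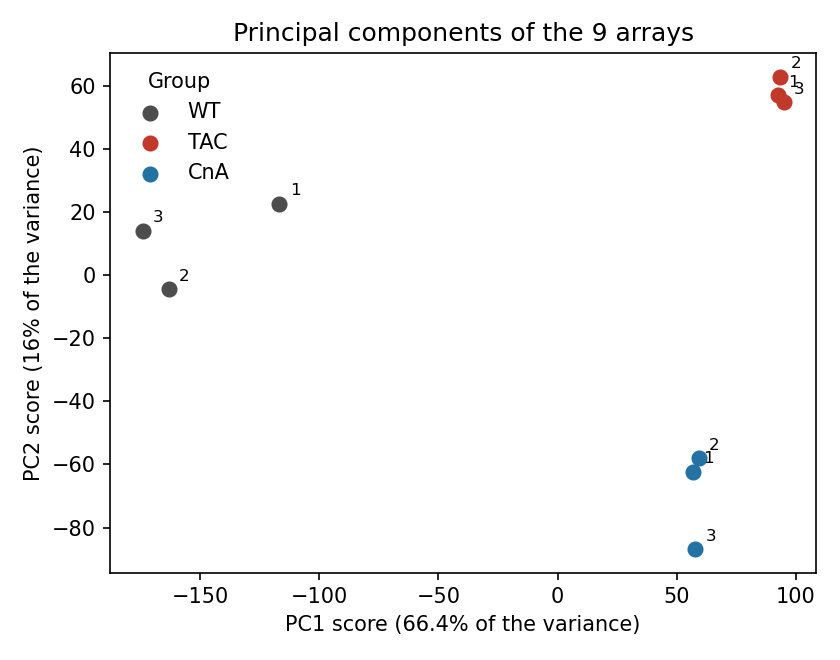
Scores of the 9 arrays on the first (x axis) and second (y axis) principal component of the scaled log2 signals of 44224 probes, with each point an array numbered by its replicate. WT arrays lie between -174.1 and -116.7 on the first component and all TAC and CnA arrays lie between 56.7 and 94.8.

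The comparison of TAC with WT called 26569 of 44224 probes, or 60.1% (limma, adjusted p under 0.05). Of these, 17491 were higher and 9078 lower in TAC. The median log2 fold change of all tested probes was 0.32 under this scaling. Relative to that shift, 17153 of the called probes lay above and 9416 below. The calls were made against no change and not against the shift, so this split does not show how much of the balance the shift explains. Among lncRNA probes 13240 of 23057 were called, and 76.7% of them were higher in TAC. Among mRNA probes 11934 of 19086 were called, and 57.9% of them were higher. Quantile normalization gave shares of 71% for lncRNA and 52.4% for mRNA probes. A change of at least 2-fold was reached by 3386 higher and 1602 lower lncRNA probes and by 2480 higher and 3349 lower mRNA probes. The lncRNA balance at 2-fold depended on the setting, with 2473 higher and 1849 lower under quantile normalization and 1227 higher and 1370 lower with normexp as well. The setting that moved the total most was this 2-fold minimum, which left 12014 probes.

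**Figure D2:**
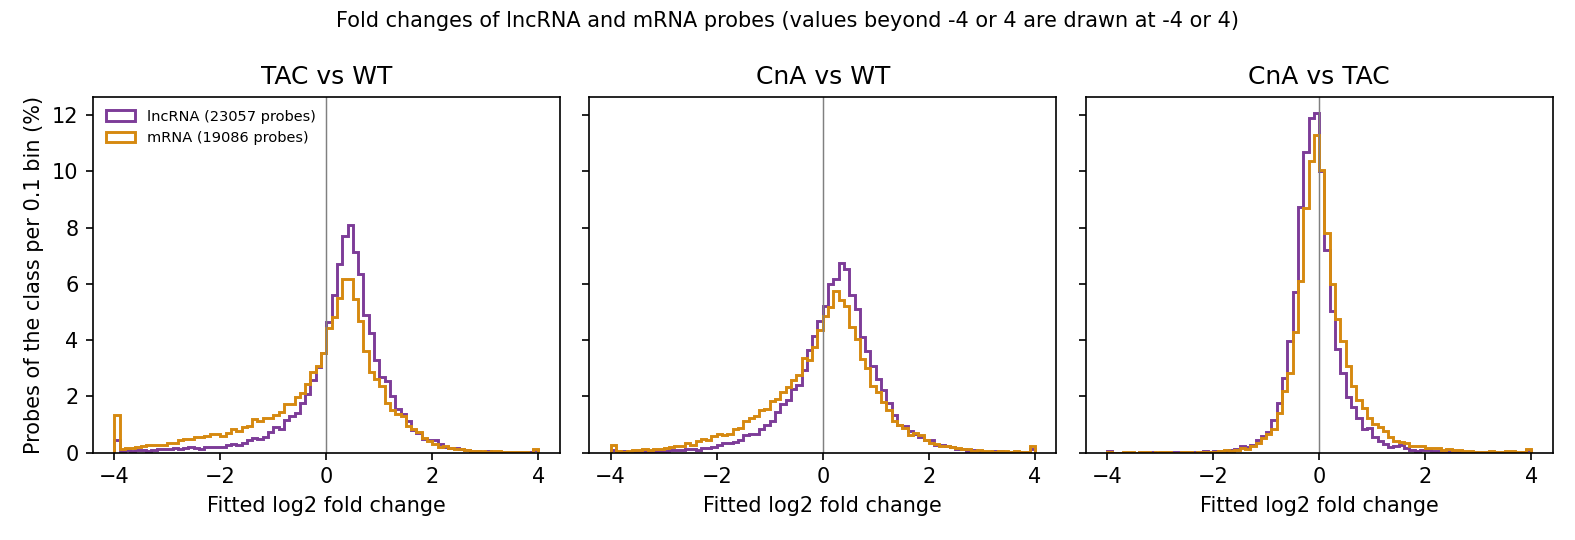
Distribution of fitted log2 fold changes (x axis) for 23057 lncRNA and 19086 mRNA probes in each comparison, as the percentage of the probes of a class per bin (y axis). The lncRNA median lies at 0.401 in TAC against WT and 0.293 in CnA against WT, to the right of the mRNA medians of 0.218 and 0.142.

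The lncRNA probe with the largest rise in TAC was ASMM9PARTA050731. Its scaled log2 signal was -2.84 ± 0.21 in WT and 3.06 ± 0.03 in TAC (SD, n = 3), a log2 fold change of 5.91 with a standard error of 0.13 (limma, adjusted p = 1.5e-07), or 5.59 relative to the median shift. The lncRNA probe with the largest fall was ASMM9PARTA013674, at 4.8 ± 0.25 in WT and -2.1 ± 0.47 in TAC, with a log2 fold change of -6.9 (standard error 0.33, limma adjusted p = 1.5e-06), or -7.22 relative to the shift. The mRNA probe with the largest rise was ASMM9PARTA029246, which went from 0.38 ± 0.11 in WT to 6.87 ± 0.07 in TAC, a log2 fold change of 6.49 (standard error 0.11, limma adjusted p = 7.2e-08), or 6.17 relative to the shift. The mRNA probe ASMM9PARTA027231 fell from 4.58 ± 0.41 to -2.06 ± 0.08, a log2 fold change of -6.64 (standard error 0.19, limma adjusted p = 2e-07), or -6.96 relative to the shift. The differences were many times the spread between arrays.

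In CnA against WT, 25111 of 44224 probes were called, or 56.8%. Of these, 16031 were higher and 9080 lower in CnA, and the median log2 fold change of all tested probes was 0.22. Called lncRNA probes numbered 12382, with 72.5% of them higher in CnA. Called mRNA probes numbered 11202, with 57.4% of them higher. Under quantile normalization these shares were 64.6% and 51.1%. At 2-fold or more, 3151 lncRNA probes were higher and 1549 lower, and 2468 mRNA probes were higher and 2702 lower. For lncRNA these were 2401 and 1844 under quantile normalization, and 1194 and 1279 with normexp as well.

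The leading lncRNA probes of this comparison were the same as in TAC. ASMM9PARTA050731 reached 3.03 ± 0.14 in CnA, a log2 fold change of 5.87 (standard error 0.13, limma adjusted p = 1.1e-07). ASMM9PARTA013674 fell to -1.61 ± 0.6, a log2 fold change of -6.41 (standard error 0.33, limma adjusted p = 3.1e-06). Among mRNA probes the largest rise was that of ASMM9PARTA028870, from 0.5 ± 1.24 in WT to 9.27 ± 0.01 in CnA, a log2 fold change of 8.76 (standard error 0.51, limma adjusted p = 5e-06). The mRNA probe ASMM9PARTA043731 fell from 3.3 ± 0.42 in WT to -3.05 ± 0.32 in CnA, a log2 fold change of -6.35 (standard error 0.6, limma adjusted p = 6e-05). On all 3 TAC arrays this probe was not well above background. Relative to the median shift, the 4 log2 fold changes were 5.65, -6.63, 8.54 and -6.57 in this order.

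Both models were then compared through their changes against WT. In both comparisons 20931 probes were called, of which 20663, or 98.7%, changed in the same direction. Of these, 13348 were higher and 7315 lower in both models, and they comprised 10167 lncRNA and 9325 mRNA probes. A further 5638 probes were called in TAC alone and 4180 in CnA alone, which by itself shows no difference between the models. Across the 44224 probes, which are not independent replicates, the fold changes of both models correlated with a Pearson r of 0.85 and a Spearman rho of 0.84. Simulated unchanged groups, with a simulated WT group shared by both comparisons, gave a mean r of 0.66. At most 47 probes were called in both with the same sign. Probes were drawn independently there, so a departure of a WT array shared by many probes was not included. The signs matched for 85.8% of all tested probes, against 73% in the simulations. Requiring at least 2-fold changes reduced the probes changed alike to 8233.

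**Figure D3:**
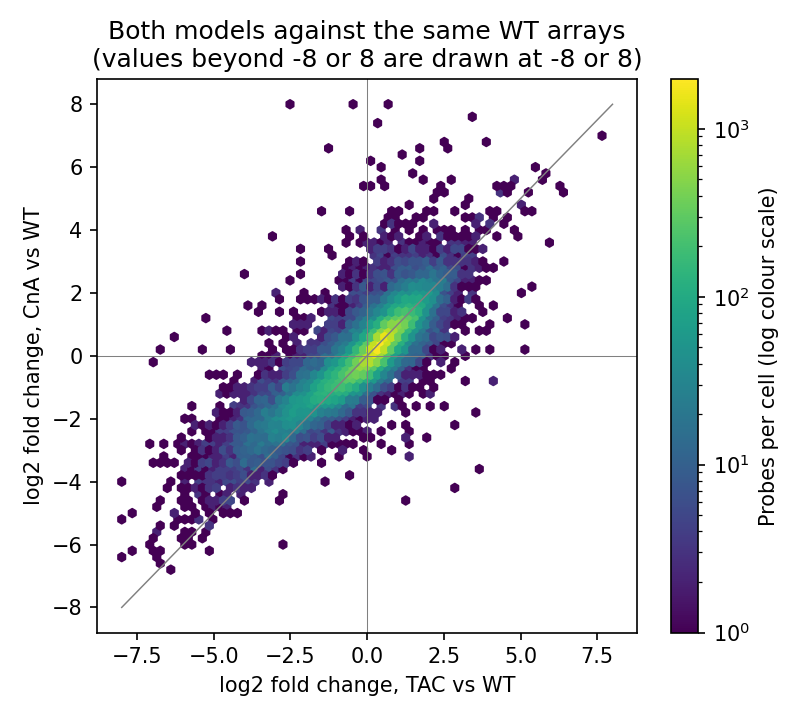
Log2 fold change in TAC (x axis) and in CnA (y axis) against the same WT arrays for 44224 probes, with the colour giving the number of probes per cell on a log scale and the diagonal line marking equal changes. Most probes follow the diagonal (r of 0.85, against 0.66 in simulated unchanged groups).

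The direct comparison of CnA with TAC called 7701 probes, or 17.4% of those tested. Of these, 4653 were higher and 3048 lower in CnA, and the median log2 fold change was -0.04. Of the called lncRNA probes, 1718 were higher and 1690 lower in CnA, and the balance went either way with the setting. It was 2917 to 4285 with array weights, 2409 to 3015 without WT replicate 1, 1077 to 721 without TAC replicate 2, and 611 to 362 at 2-fold or more. Called mRNA probes were more often higher, at 2508 against 1289. The total of 7701 probes depended on single arrays and on the shared spread, to which the WT arrays contribute. The total was 11869 without WT replicate 1, 4558, 4342 and 4780 without TAC replicates 1, 2 and 3, and 4737 without CnA replicate 1. With array weights it was 15086, and with a fit of these groups alone 12018. The largest change as a ratio was to 731 probes, when the spread of the WT arrays alone was used, a setting chosen after seeing the data.

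The largest difference between the models was that of the mRNA probe ASMM9PARTA028870, at -1.95 ± 0.11 in TAC and 9.27 ± 0.01 in CnA, a log2 fold change of 11.22 (standard error 0.51, limma adjusted p = 1e-05). The lncRNA probe ASMM9PARTA051841 was the highest-ranked riser of its class, at -3.09 ± 0.23 in TAC and 3.97 ± 0.07 in CnA, a log2 fold change of 7.06 (standard error 1.18, limma adjusted p = 0.0049). Its WT arrays were far apart, at -0.07, 5.02 and 4.96, and with the spread of the WT arrays alone its adjusted p was 0.13, where the range over its alternatives was 1e-06 to 0.13. The lncRNA probe ASMM9PARTA002349 was lower in CnA, at -3.37 ± 0.28 against 3.63 ± 0.03 in TAC, a log2 fold change of -7 (standard error 0.39, limma adjusted p = 2.5e-05). The mRNA probe ASMM9PARTA021427 was lower in CnA, at 1.83 ± 0.06 against 6.45 ± 0.05 in TAC, a log2 fold change of -4.61 (standard error 0.16, limma adjusted p = 3.3e-06).

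**Figure D4:**
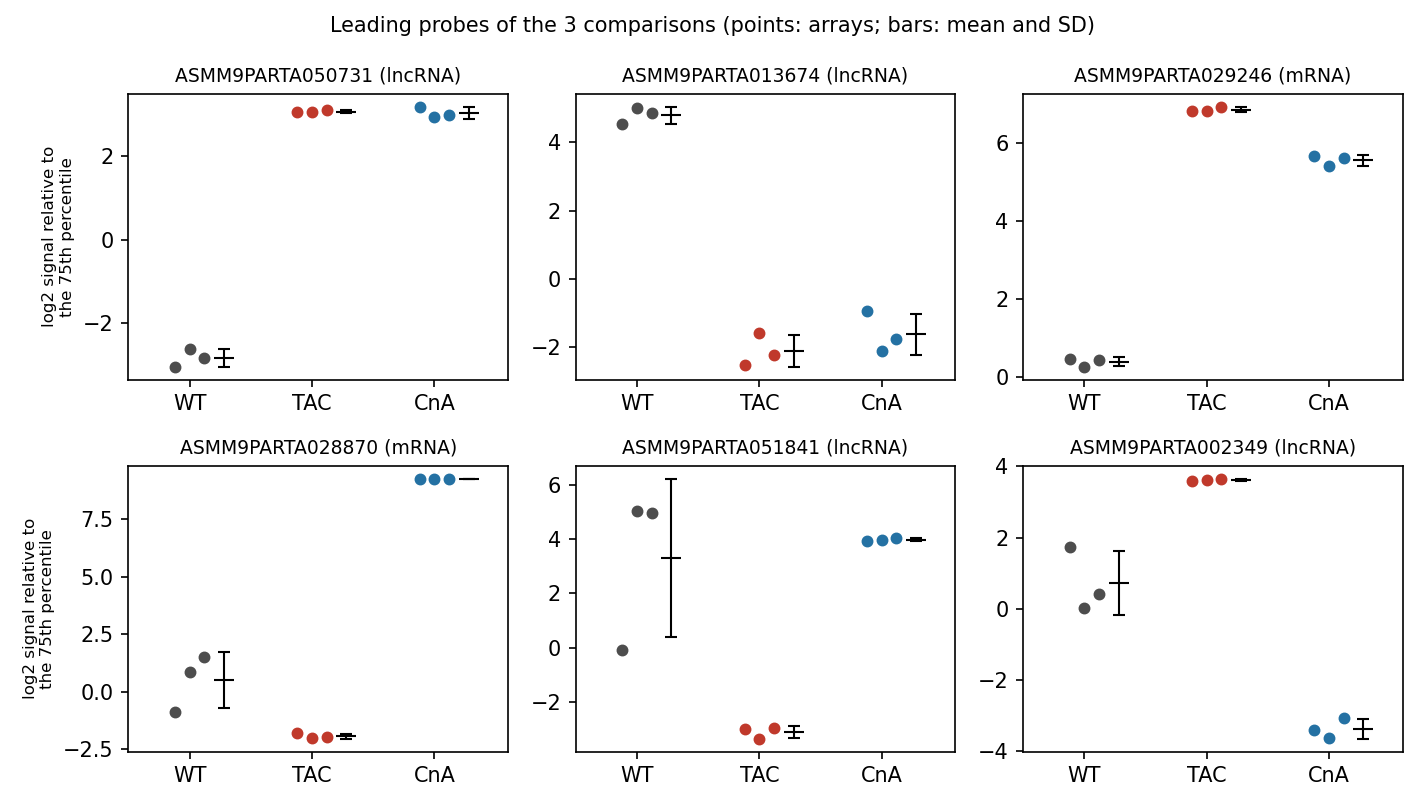
Scaled log2 signal (y axis) of 6 leading probes on the 3 arrays of each group (x axis), with points for arrays and bars for the mean and SD. ASMM9PARTA028870 stood at 9.27 ± 0.01 in CnA, and the WT arrays of ASMM9PARTA051841 ranged from -0.07 to 5.02.

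The F test over the 3 groups called 28443 of 44224 probes, or 64.3%, made up of 14080 lncRNA, 12717 mRNA and the unlisted probes. With a 2-fold change against WT required in at least 1 model as well, 14519 probes were left.

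Detection also differed between groups. It was judged on each array before scaling, where the WT arrays were brightest and TAC replicate 2 had the lowest share of detected probes. The counts below can follow these differences in part. Of the probes, 36903 were well above background on all 9 arrays. On all 3 arrays of 1 group and no array of the others there were 427 probes in WT, 12 in TAC and 163 in CnA, none of which the deposited tables list. Against the bound for the dim groups, 63 of the WT probes and 7 of the CnA probes were at least 4-fold higher, and none of the TAC probes was, with a largest bound of 2.62-fold in TAC, 44.1-fold in WT and 215-fold in CnA. There were 389 probes detected on all WT and CnA arrays and no TAC array, 28 on all WT and TAC arrays and no CnA array, and 113 on all TAC and CnA arrays and no WT array.

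Reference-gene probes with 20 spots each were examined, chosen after their values were seen. Cross-hybridization to near-identical copies of these genes was not tested. *Hsp90ab1* had a scaled log2 signal of 6.64 ± 0.12 in WT, 3.75 ± 0.05 in TAC and 5.2 ± 0.06 in CnA (SD, n = 3). Its log2 fold change was -2.89 in TAC (limma, adjusted p = 3.6e-07), -1.44 in CnA (limma, adjusted p = 1.1e-05) and 1.45 between CnA and TAC (limma, adjusted p = 6.5e-05). *Tbp*, *Nono* and *Actb* were also lower in both models than in WT, by -1.59, -1.04 and -0.52 in TAC and by -0.88, -0.81 and -1.02 in CnA on the log2 scale. *Tuba1b* was higher, by 1.76 in TAC and 1.51 in CnA. These directions and calls held under quantile normalization, normexp, both together, the median scaling, the replicate block, the spread of the WT arrays and leaving out each array. *Rpl13a* and *Ldhal6b* were also called higher in both models, by 0.49 and 0.45 in TAC and by 0.62 and 0.67 in CnA. They were not among the genes checked for calls under all those settings. *Ldhal6b* was dim, at -3.06 in WT, -2.61 in TAC and -2.39 in CnA. In every group its mean lay below that of the brightest negative control. *G6pd2*, *Gusb*, *Gk*, *Tfrc* and *Hprt* were called in neither model against WT. *Gapdh* rose by 0.76 in TAC under the main scaling and by 0.02 under quantile normalization, which moves bright probes most. *Ppia* rose by 0.55 in TAC and fell by -0.32 under quantile normalization. The *B2m* signal in WT depended on 1 array, at 8.19 on WT replicate 1 against 7.03 and 6.73 on the others, beside 8.14 ± 0.07 in TAC and 7.3 ± 0.06 in CnA. Its difference between TAC and WT, 0.83, did not pass the threshold (limma, adjusted p = 0.053). It was 1.26 and passed without WT replicate 1 (limma, adjusted p = 6.2e-05), and 0.03 under quantile normalization.

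**Figure D5:**
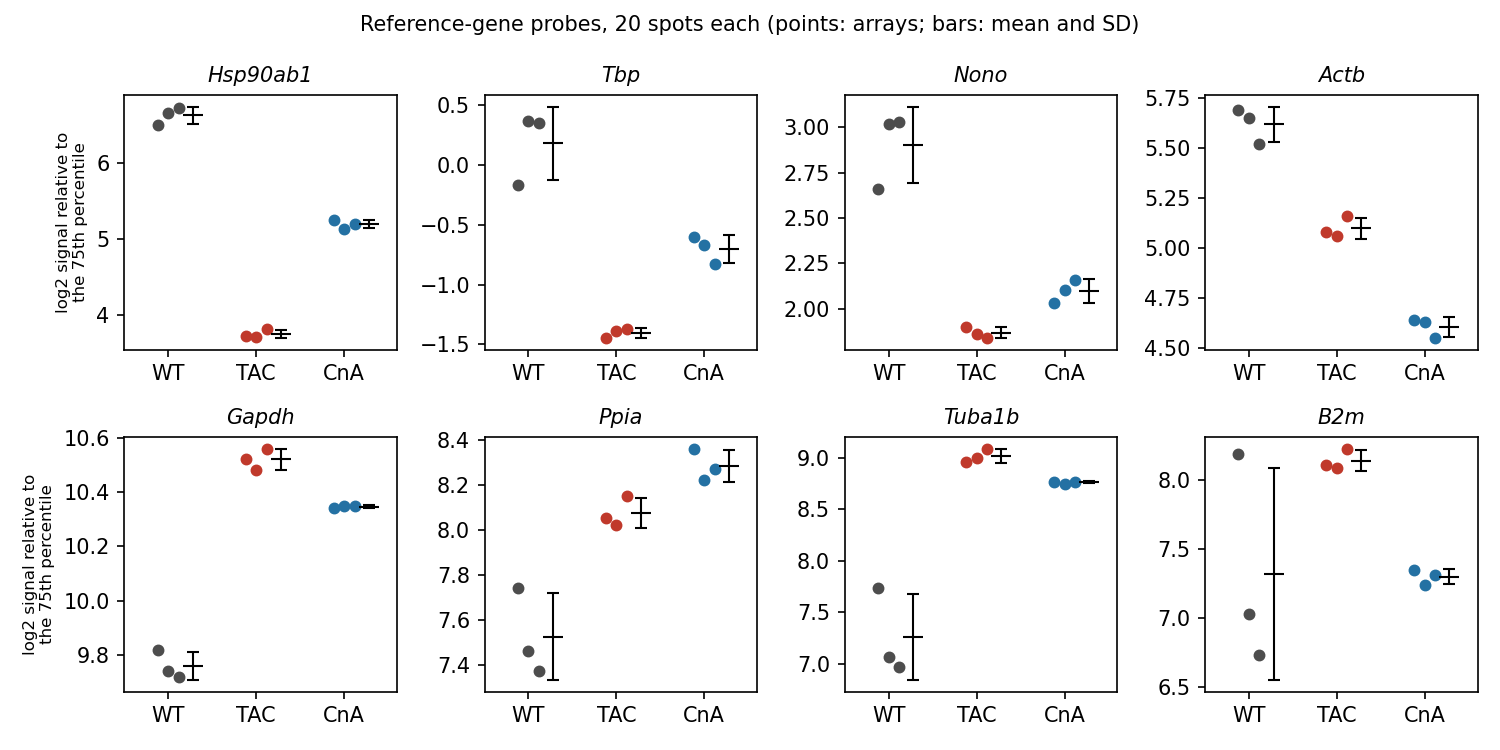
Scaled log2 signal (y axis, ranges differ by panel) of 8 reference-gene probes on the 3 arrays of each group (x axis), with points for arrays and bars for the mean and SD. *Hsp90ab1* stands at 6.64 in WT, 3.75 in TAC and 5.2 in CnA, while the direction of *Ppia* and the size of the *Gapdh* change depend on the scaling, with TAC against WT at -0.32 and 0.02 under quantile normalization.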

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

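The tests on the probes with opposite changes and on the negative control probes were chosen after the results were seen. Only the counts over other splits of the arrays were planned before.

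The models changed 268 probes in opposite directions against WT, with a call in both comparisons. All were also called between CnA and TAC, which follows almost by arithmetic from opposite calls against the same WT arrays. Of these, 171 were lower in TAC and higher in CnA and 97 the reverse, and they comprised 129 lncRNA, 124 mRNA and 15 unlisted probes. The median size of the difference was 1.52 log2 units, and 59 probes changed by at least 2-fold in both models. Of the 268 probes, 215 were well above background on all 9 arrays, with 28 of them changed by at least 2-fold in both models. Another 15 met the detection filter in CnA or TAC alone, so that the change of the other model against WT compares groups that both fall short of it. An offset from the scaling is argued against, since 262 of the 268 kept opposite signs under quantile normalization, 214 of them with all 3 calls. Normexp background correction left 233 with opposite signs, and normexp with quantile normalization 263. A single WT array as the origin is argued against too, since at least 177 kept their opposite signs and all 3 calls when any WT array was left out. With the spread of the WT arrays alone 81 did, and with a block for the row on the slide 140. What stays open is the biology of both models, including the strain, which differs by label between CnA and the other groups, and any batch of tissue collection that the labels do not give. Neither was tested.

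Of the 20 negative control probes, 5 were well above background on all 9 arrays, WT included, and 11 on none. This is signal in probes that no comparison uses. The brightest, MM9NEGATIVE020, averaged 7.69 log2 units before scaling in WT, 7.07 in TAC and 6.89 in CnA. Between 46.1% and 53.5% of the tested probes of an array were dimmer than the brightest negative control. The position of spots on the array is argued against as the source, since at least 84.7% of the variance between spots lay between probes, each with 60 spots. Binding of these probe sequences to labelled RNA may explain the signal, but it was not tested, and no biological explanation was tested. Restricting the fits to the 23917 probes brighter than every negative control on all arrays of a group left 17822 calls in TAC against WT and 17037 in CnA against WT, within 1.5 times of the full counts. In these fits 65.8% of the TAC calls and 62.7% of the CnA calls were higher than WT, beside 65.8% and 63.8% in the full fits.

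Chance can be excluded for the number of probes that differ among the 3 groups, if the arrays carry separate animals. The labels do not give this. With labellings of 1 RNA sample per group, the splits could not exclude a chance difference between animals. Of 100 splits of the 9 arrays, drawn from 280 and including the real one, only 1, the real one, gave as many calls, and the next gave 1102 against 28443. Chance cannot be excluded in this way for the comparisons of 2 groups, since 6 arrays make only 10 splits. There, too, only 1 split, the real one, gave as many calls in TAC against WT, in CnA against WT and in CnA against TAC.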

How the results depend on the processing

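Of 289 recomputed counts for 11 results, 237 lay within 1.5 times of the reported count, 43 were lower and 9 higher. Fold directions of calls are not part of these counts. The settings chosen after seeing the data were the median scaling, the filter above the negative controls, the spread of the WT arrays, the row block and all those for reference-gene probes.

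A 2-fold minimum beside the adjusted p left 12014 probes in TAC against WT (4988 lncRNA, 5829 mRNA), 11215 in CnA against WT (4700 and 5170), 2777 in CnA against TAC (973 and 1370), 14519 in the F test and 8233 changed alike in both models. With an unadjusted p under 0.05 and 2-fold these were 12258 (5114 and 5906), 11462 (4822 and 5253), 3250 (1111 and 1546) and 14822. The cause is the stricter threshold itself.

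For CnA against TAC, array weights gave 15086 probes (7202 lncRNA, 7085 mRNA) and a fit of these groups alone gave 12018 (5577 and 5802). Both lower the share of the WT arrays in the spread. With the spread of the WT arrays alone, 731 probes (286 and 313) were left in CnA against TAC and 15887 (7377 and 7147) in CnA against WT. It left 8330 lncRNA probes in TAC against WT and 16678 in the F test. Under the same setting 12179 probes changed alike in both models, against 20663 reported, a count that is not among the 289. That setting also has fewer degrees of freedom.

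Leaving out each array gave 22534 to 28106 probes in TAC against WT, 21918 to 26893 in CnA against WT, 24792 to 29723 in the F test and 17650 to 22796 changed alike. In CnA against TAC the range was 4342 to 11869, with 1798 to 5424 lncRNA and 2200 to 5809 mRNA probes. The highest of these came without WT replicate 1 and the lowest without TAC replicate 2. Without CnA replicate 2 the lncRNA count was 2259. No called probe changed sign when any array was left out.

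Arrays that share a replicate number did not deviate together. The 9 correlations of their deviations from the group means ran from -0.219 to -0.023, so the numbers do not pair the samples. With the replicate block 24610 probes were called in TAC against WT, 23092 in CnA against WT, 5355 in CnA against TAC (2254 lncRNA), 25678 in the F test and 18832 alike in both models. The block spends degrees of freedom. The slide term, which amounts to leaving out CnA replicate 3, gave 27561, 23515 and 5488 calls.

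The 12 results for single probes kept their direction in all 180 recomputed values and their side of the threshold in 179. Their sizes depended on background correction, since in 8 of the 12 the dim side was dimmer than the brightest negative control on all 3 arrays. With normexp, ASMM9PARTA050731 in TAC against WT was 4.73, ASMM9PARTA043731 in CnA against WT -4.96, and in CnA against TAC ASMM9PARTA002349 was -5.32 and ASMM9PARTA051841 5.45. The exception to the threshold was ASMM9PARTA051841 in CnA against TAC, with an adjusted p of 0.13 under the spread of the WT arrays. Among reference genes, *Ppia* in TAC against WT reversed to -0.32 under quantile normalization and to -0.32 with normexp as well. *B2m* in CnA against WT, at -0.02 under the main scaling, reversed to 0.42 without WT replicate 1 and to 0.01 without CnA replicate 2. It was -0.31 without WT replicate 3 and -0.6 under quantile normalization. In TAC against WT it was called, at 1.26, without WT replicate 1 only. The cause was not tested. Means per gene, gene set tests (with fry and estimated correlations), marker genes and lncRNAs with associated genes were not run, because the files pair too few probes with genes. Signal over background limits the dim probes, since 46.1% to 53.5% of the tested probes of an array were dimmer than the brightest negative control.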

Other observations

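The tests on the lncRNA shift and on strand pairs were planned before their results were seen. Those on the spread of the WT arrays, on WT replicate 1, on the extent of the change between TAC and WT, on probes detected in CnA alone and on the shuffled signs of strand pairs were chosen after the results were seen, as were other settings tried for the lncRNA shift, whose measure was also redefined after its first values were seen.

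WT arrays varied more than the arrays of both models, with a median SD 2.01 times that of TAC. Dim probes as the cause are argued against, because among the brightest 10% of probes the ratio was 3.51. WT replicate 1 stood apart, since the median absolute deviation of the difference between arrays was 0.382 and 0.464 log2 units in its WT pairs, above every other pair within a group. Whether it accounts for the whole difference cannot be told apart from a wider spread of WT. Between WT replicates 2 and 3 the value was 0.242, above the 0.177 to 0.2 of the 4 model pairs on the same slide and below the 0.292 and 0.294 of the pairs with CnA replicate 3 on another slide. Array weights gave WT replicate 1 a weight of 0.17, the lowest of the 9. Whether the TAC arrays carry separate animals or labellings of 1 RNA sample cannot be told apart. For the 15 probes with 20 spots, the variance between TAC arrays was 3.8 times that of the mean over spots at the median, against 39.2 in WT and 3.6 in CnA, but separate labellings of 1 RNA would also vary.

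On 7 probes WT replicate 1 lay on the side of TAC, at least 4-fold apart from WT replicates 2 and 3 with CnA. As many as 7 other probes put WT replicate 1 with CnA and WT replicates 2 and 3 with TAC, and none set WT replicate 2 or 3 apart in this way. Being on a side did not mean an equal level. ASMM9PARTA051841 stood at -0.07 on WT replicate 1, between 5.02 and 4.96 on the other WT arrays and -2.97, -3.35 and -2.95 on the TAC arrays. A TAC sample under a wrong label is argued against, since WT replicate 1 correlated at most at 0.928 with a TAC array and at least at 0.972 with the other WT arrays. An unlabelled difference between animals, such as sex or genetic background, stays open. The equal counts of 7 and 7 name no model with which WT replicate 1 shares it, and the labels give no such detail.

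More than 50% of the tested probes differed between TAC and WT, an extent that raises the question of a technical origin. The position on the slide is argued against. TAC replicate 1 lay in the row of the WT arrays, yet its correlation was at most 0.928 with a WT array and at least 0.993 with the other TAC arrays, and a block for the row left 22178 calls. Scaling is argued against as well, since 24670 calls were made under quantile normalization, 24603 with normexp as well, and 23480 with the deposited values of 42143 tested probes. Collection or labelling of the WT RNA in another batch cannot be told apart from the group, since 0 of the 9 samples carry a label for it. The effect of the surgery is open on the same grounds, and the labels name no sham operation for WT.

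The lncRNA probes rose against the mRNA probes in both models. Per array, the median deviation of lncRNA probes from the mean of the groups minus that of mRNA probes was -0.108 ± 0.051 log2 units in WT (SD, n = 3), 0.09 ± 0.004 in TAC and 0.029 ± 0.021 in CnA. Every array of both models lay above every WT array. The two-sided exact permutation p was 0.1 for TAC against WT and for CnA against WT, the smallest that 3 arrays against 3 allow. A difference in brightness between the classes is argued against as the cause, because at equal brightness in 20 bins the difference between TAC and WT was 0.201, beside 0.198 over all probes. Signal that does not depend on the target is argued against too, with a difference of 0.176 among probes brighter than every negative control. With normexp it was 0.138, and with normexp and quantile normalization 0.113, so its size depends on the background correction. In CnA against WT the difference was 0.137, with 0.171 without WT replicate 1, 0.102 with normexp, and 0.074 with normexp and quantile normalization. Residual unspliced or nuclear RNA, amplification bias and a biological shift between classes of RNA were not tested and stay open.

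Of the 163 probes detected on CnA arrays only, 156 lay less than 4-fold above the bound for the other groups, and 7 lay further above it, with the highest, ASMM9PARTA007272, at least 215-fold above the other groups. The bounds form a range without a gap at 4-fold, from 3.97 to 4.03 across it. For the 7 probes, this split cannot test signal close to the detection limit, because a bound of at least 4-fold selected them. Their bounds ran from 2.01 to 7.75 log2 units, or 4.03 to 215-fold, with SDs of 0.01 to 0.17 between CnA arrays. Only ASMM9PARTA007272, at a scaled log2 signal of 4.09 ± 0.17 in CnA, lay far from that limit. For the 156 probes, whose bounds reach down to 0.954-fold, signal close to the limit cannot be told apart from a true difference by this split. The bound itself defines the sides of the split. The deposited tables leave out all 163 probes, because they list only probes detected on at least 6 arrays. The strain difference between CnA and the other groups stays open for all of these probes. Whether any of them, or ASMM9PARTA028870, belongs to a transgene was not tested, since the files do not pair them with genes.

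The array carries probes for both strands of some loci, of which 1286 pairs were tested. Across pairs, which are not independent replicates, fold changes in TAC against WT correlated weakly between strands, with an r of 0.13 where 1000 shuffles of the pairs reached at most 0.1. For CnA against WT the r was 0.07. By family of IDs, the r in TAC against WT was 0.07 for 850 MM9LINCRNAEXON pairs, 0.06 for 193 humanlincRNA pairs, 0.13 for 119 mouselincRNA pairs and 0.37 for 124 uc. pairs. Of 361 pairs with both probes called in TAC against WT, 285 had the same sign, or 78.9%, where shuffles gave a mean of 70.9% and at most 77.3%. Labelling or hybridization that does not fully separate the strands cannot be told apart from a shared response of both strands. The levels of paired probes correlated with an r of -0.02, but probes differ in affinity, so their levels do not decide it.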
